A study of Mus musculus with 2 samples. Its data were reported in "LIN28 coordinately promotes nucleolar/ribosomal functions and represses the 2C-like transcriptional program in pluripotent stem cells" (2021).

How the data were processed

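Hi-C contacts were measured in mouse ES cells, in 1 library labelled wild-type and 1 labelled *Lin28a* knockout. Per the labels, cells were cross-linked with formaldehyde, joined fragments were sheared and pulled down with streptavidin beads, and libraries were sequenced as paired ends on an Illumina HiSeq instrument. The methods of the study do not describe this assay, so the aligner, the filters and the pooling of replicates are not stated. The deposited lists have the layout of valid pairs from HiC-Pro, with 1 line per pair that gives the chromosome, position, strand and restriction fragment of each end, the summed distance to the restriction sites, and a mapping quality. The mapping quality score of each end in the deposited lists ran from 11 to 42, which shows that the authors had removed ends of lower quality, and the summed distance ran from 100 to 600 bp. No pair was repeated at equal positions and strands (0 in both libraries), so duplicates had been removed before deposit. Positions matched chromosome lengths of GRCm38. Counts of pairs are used here, without any normalization by the authors.

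The lists are sorted by first end, and those analysed here were partial. The wild-type list held 5793079 lines and ended within a line on chromosome 1 at 90862049, and the knockout list held 11430967 lines and ended on chromosome 2 at 42080638. Comparisons used the part of chromosome 1 from 3 to 90.75 Mb as first end. Within it a pair is kept whichever chromosome holds the second end, so cis pairs that reach past 90.75 Mb are complete and trans pairs of chromosome 1 are complete. Read ends on other chromosomes were seen only as trans partners, and for that reason shares of the target locus and of chromosomes were taken over trans ends in place of all ends, which departs from the design fixed before the data were examined. Contacts of the *Dux* region with chromosomes 12, 15, 16, 18 and 19 and contacts among these chromosomes were not analysed here. Pairs with a second end on unplaced contigs (16746 and 13578) were left out of shares. The knockout pairs with a first end on chromosome 2 (2389764) entered no comparison between groups.

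Read names showed 2 sequencing runs per library, which the labels do not match to replicates, with 5262851 and 505140 pairs in the wild-type library and 4224769 and 188092 in the knockout library. Mapping quality was 30 or more at both ends in 86.6% and 85.3% of pairs. Pairs under 20 kb made up 11.6% and 10.7% of cis pairs and were left out of distance shares and maps. With 1 library per group no test was made. Shares have exact binomial (Clopper-Pearson) intervals, counts have exact Poisson intervals, ratios of counts have intervals from the exact binomial split of the counts, and odds have log-normal intervals, all at 95%. Intervals for the segment of chromosome 8 take the counts of its flanks as fixed.

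For contact maps, cis pairs at least 20 kb apart with both ends in the held part were used (2448749 and 1973740), and the wild-type pairs were thinned at random to 1973740. The planned depth was the number of all cis pairs at least 20 kb apart, and the narrower set was used since only it enters the maps. Maps were balanced by iterative correction, and bins with under 20% of the median total were left out (2 bins at 250 kb). Observed contacts were divided by the mean at the same distance. The compartment track was the leading eigenvector of the correlation matrix at 250 kb, scaled to SD units and signed so that A has more genes. The track of the summed map had a correlation of 0.549 with the gene count per bin. A and B were the top and bottom 20% of bins of the summed track, and distances of 2 Mb or more entered the strength. A switched bin required both random equal parts of 1 library to have one sign and both parts of the other library the opposite sign, with a difference over 0.5 SD. Insulation was the mean contact in a 500 kb square across each 100 kb bin, as log2 over the chromosome mean. Boundaries were minima with a prominence of at least 0.1, and depth was the score at the boundary minus the mean at 500 kb to either side. Intervals for strength and depth came from 200 Poisson resamplings of the maps (1.96 SD).

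These steps were tested on simulated maps. Strength was recovered as 1.57 where the noise-free map gave 1.50, and as 2.30 where it gave 2.22, so counting noise raised it, and by more at the higher contrast. The thinning matched the total of pairs and not the number at each distance. Of 30 simulated switched bins 30 were found, with 0 false calls. Of 79 boundaries, 64 were found with 6 false calls where crossing contacts were lowered by 0.1, and 79 with 0 false calls where they were lowered by 0.2. Depth was recovered as -0.13 for -0.13 and as -0.27 for -0.27.

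Genes and exons came from the RefSeq annotation of GRCm38 and from GENCODE release M21. The genes named were fixed before the data were examined. They were *Lin28a*, *Dux* and *Lin28b*, the 2-cell genes *Zscan4d*, *Duxbl1*, *Zfp352*, *Gm4340*, *Gm12794* and *BC061212*, the nucleolar and repressor genes *Ncl*, *Fbl*, *Npm1*, *Trim28* and *Trp53*, and the reference genes *Nanog*, *Pou5f1*, *Sox2* and *Gapdh*. Up to 5 runs of switched bins and up to 3 boundaries per direction were to be named as well. Of the genes read through the trans score, the text prints 4 and summarises the others. *BC061212* rested on 9 pairs in each library.

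Differences in trans score have log-normal intervals. Measures chosen after the data had been seen were the trans score and trans contrast, the contacts of chromosome ends (Mantel-Haenszel odds over partners), the scan of 5 kb windows, and the fit of a site on chromosome 1 for the segment found there. The scan was first run with a minimum of 100 pairs per window and then with 50, and the same pair of windows led both. The site was fitted by Poisson likelihood to counts in 10 kb bins, with the decay of cis contacts of the wild-type library as the shape. Alternatives listed before the data were examined covered mapping quality, duplicates, minimum distance, the long-range limit, bin size, balancing, depth, the share of bins, the track, the window, prominence, tolerance and the sequencing run. Analyses used Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1 and pandas 2.3.3, and Matplotlib 3.10.9 for plots.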

Results

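Hi-C joins pieces of DNA that lie close together in the cross-linked nucleus and sequences both ends of each joined piece, so that each read pair records a contact between a pair of genomic positions. The data held 1 library of wild-type mouse embryonic stem (ES) cells and 1 library of *Lin28a* knockout ES cells, grown with mouse embryonic fibroblast feeder cells in medium with leukemia inhibitory factor and inhibitors that keep the pluripotent state. *Lin28a* encodes an RNA-binding protein that the study places in the nucleolus. The labels speak of 2 replicates per group, but the pairs are given as 1 set per group that names no replicate, so no replicates could be told apart and no test between the groups was made. Read names showed 2 sequencing runs per library. Whether these are the 2 replicates or repeated sequencing of 1 library is not stated, and they are called runs here. The intervals given here are at the 95% level and cover counting error only. The lists analysed here were partial: they ran in order of the first end of each pair, and the wild-type list stopped on chromosome 1 at position 90862049. All comparisons therefore used pairs whose first end lay on chromosome 1 between 3 and 90.75 Mb (assembly GRCm38). This part of chromosome 1 gave 5767991 pairs in the wild-type library and 4412861 pairs in the knockout library. Of these, 3445388 and 2634001 had both ends on chromosome 1 (cis), and 2305857 and 1765282 had the second end on another assembled chromosome (trans).

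The targeted gene was examined first. *Lin28a* lies on chromosome 4 from 134003330 to 134019196, and it was seen here only through trans pairs with chromosome 1. It received 12 trans ends in the wild-type library and 15 in the knockout library, a ratio of 1.63 (interval 0.713 to 3.82) after scaling to all trans pairs. Under the alternative that moved this ratio most, mapping quality of 30 or more, it was 1.66. Exons 1, 2 and 3 received 0 ends in both libraries, which allows up to 1.60 ends per 1000000 trans pairs in the wild-type library and 2.09 in the knockout library by the exact binomial limit. Exon 4 received 1 and 5 ends. In the 2 Mb window around the gene the ratio was 1.05 (0.991 to 1.12), from 2386 and 1923 ends. A loss of sequence at the target was not detectable at this depth, and a small frameshift would leave the number of ends as it is.

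Differences in chromosome number alter every contact count, so the trans partners of chromosome 1 were counted per chromosome before any map was compared. The ratio of knockout to wild-type shares was divided by the median ratio over the 18 partner autosomes. Chromosome 8 stood at 1.39 (1.38 to 1.40), with 7.42% of autosomal trans partners in the knockout library against 5.56% in the wild-type library. Chromosome 6 stood at 1.29 (1.279 to 1.297), with 8.60% against 6.93%. The other 16 autosomes lay between 0.956 and 1.09, and the X chromosome at 0.949 (0.938 to 0.961). The Y chromosome had 4413 pairs in the wild-type library and 679 in the knockout library, a relative ratio of 0.208 (0.191 to 0.225). The alternative that moved the chromosome 8 ratio most was the wild-type library without its larger sequencing run, which gave 1.36.

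**Figure D1:**
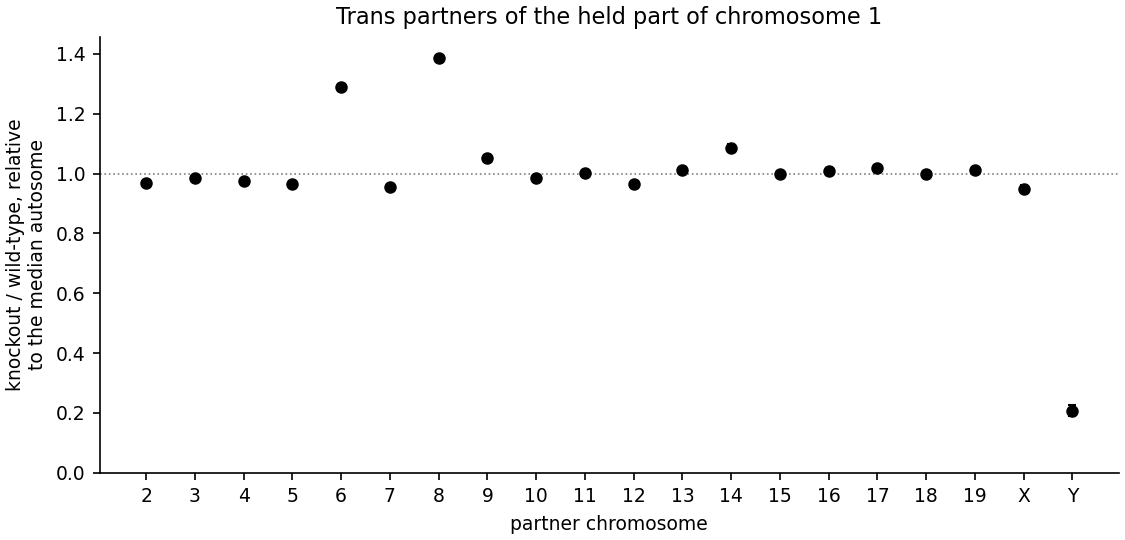
The points give the share of trans partners of chromosome 1 on each chromosome in the knockout library over that in the wild-type library, divided by the median over autosomes, with 95% intervals for counting error (mostly smaller than the points). Chromosome 8 (1.39) and chromosome 6 (1.29) lie above the other autosomes, and the Y chromosome (0.208) lies below.

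The share of cis pairs describes the composition of a Hi-C library. It was 59.9% in both libraries, with exact binomial intervals of 59.88% to 59.96% in the wild-type library and 59.84% to 59.93% in the knockout library, and the difference of -0.0360 percentage points was within counting error. When the chromosomes whose share of partners differed by more than 10% between the libraries were left out, the difference was 0.862 percentage points, the largest move among the alternatives.

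The decay of contacts with distance was taken as the first measure of higher-order chromatin structure. Among cis pairs at least 20 kb apart, 37.4% (37.38% to 37.49%) were 10 Mb or more apart in the wild-type library and 34.1% (34.08% to 34.20%) in the knockout library, a difference of -3.30 percentage points. By run, the share was 37.44% and 37.36% in the wild-type library and 34.14% and 34.08% in the knockout library. The difference came from the longest distances. Pairs 30 Mb or more apart made up 23.1% and 18.4%, whereas pairs 10 to 30 Mb apart made up 14.3% and 15.8%. Pairs 1 to 10 Mb apart rose from 20.8% in the wild-type library to 23.01% in the knockout library, and pairs 100 kb to 1 Mb apart from 29.9% to 31.0%. Pairs 20 to 100 kb apart were at 11.8% and 11.9%. The slope of contact density on distance, both as log10, was -0.844 and -0.802 between 100 kb and 1 Mb, -1.22 and -1.23 between 1 and 10 Mb, and -0.828 and -1.11 between 10 and 100 Mb. The density ratio of knockout to wild-type was 1.15 at 14.2 Mb, 0.966 at 35.6 Mb and 0.640 at 89.3 Mb. The alternative that moved the share most, chosen after seeing the data, required both ends to lie in the part of chromosome 1 held for both libraries, which limits the distance to 87.75 Mb and gave a difference of -0.676 percentage points.

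**Figure D2:**
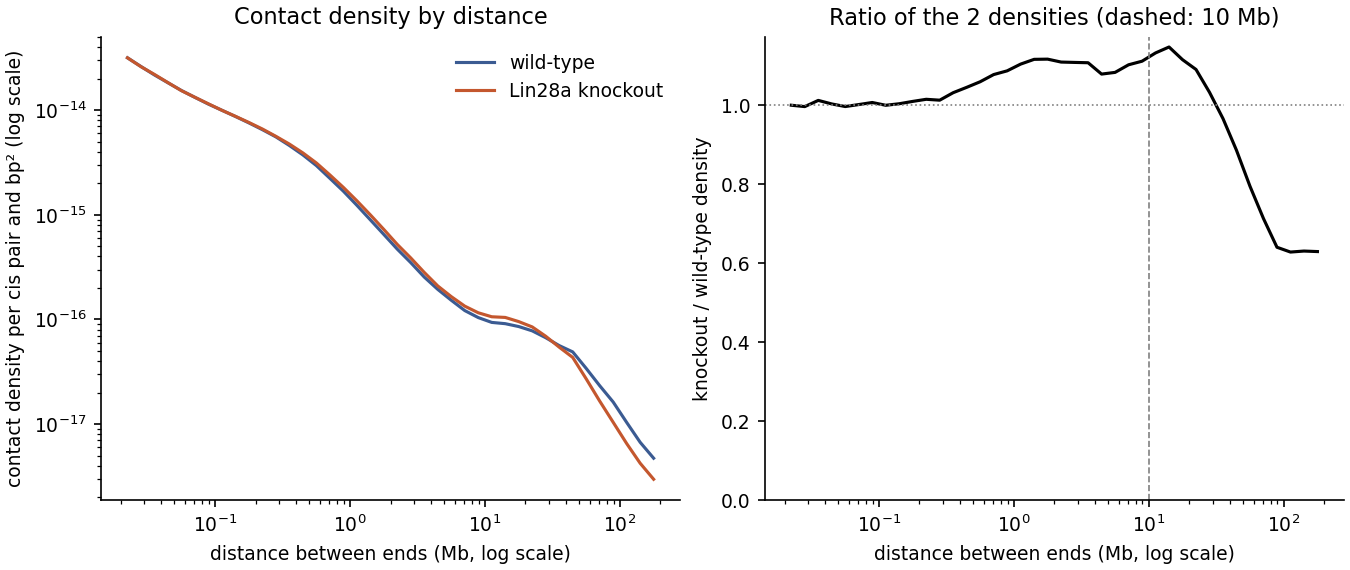
The left panel shows contact density against distance for the wild-type and knockout libraries on log axes, and the right panel shows the ratio of the densities on a log distance axis. The ratio is 1.15 at 14.2 Mb and falls to 0.640 at 89.3 Mb.

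Compartments are the chromosome-wide division of chromatin into gene-rich A and gene-poor B stretches that contact their own kind. They were read from 1973740 cis pairs per library, the deeper wild-type library having been thinned to the depth of the knockout library, in 349 bins of 250 kb. Compartment strength, the mean of A-A and B-B contacts over A-B contacts after correction for distance, was 2.58 (2.55 to 2.62) in the wild-type library and 2.84 (2.79 to 2.88) in the knockout library. The difference of 0.257 (0.199 to 0.315) exceeded counting error. A-A contacts stood at 1.61 and 1.75 times the mean at equal distance, B-B contacts at 1.31 and 1.28, and A-B contacts at 0.565 and 0.532. The difference kept its sign under each alternative tried, and the share of bins taken as A and B moved it most, to 0.447 with the top and bottom 10% and to 0.0893 with the top and bottom 33%. The compartment tracks themselves had a correlation of 0.987 across bins between the libraries, against 0.991 and 0.990 between random equal parts of 1 library. Such parts hold fewer pairs than the maps compared between the libraries, so the values within a library carry more counting error. Bins are not independent replicates. No bin switched compartment: the count was 0, and 0 in both regroupings of the library parts, which measure what counting error gives. Without a limit on the size of the difference the count was 3, and the regroupings gave 1 and 3.

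**Figure D3:**
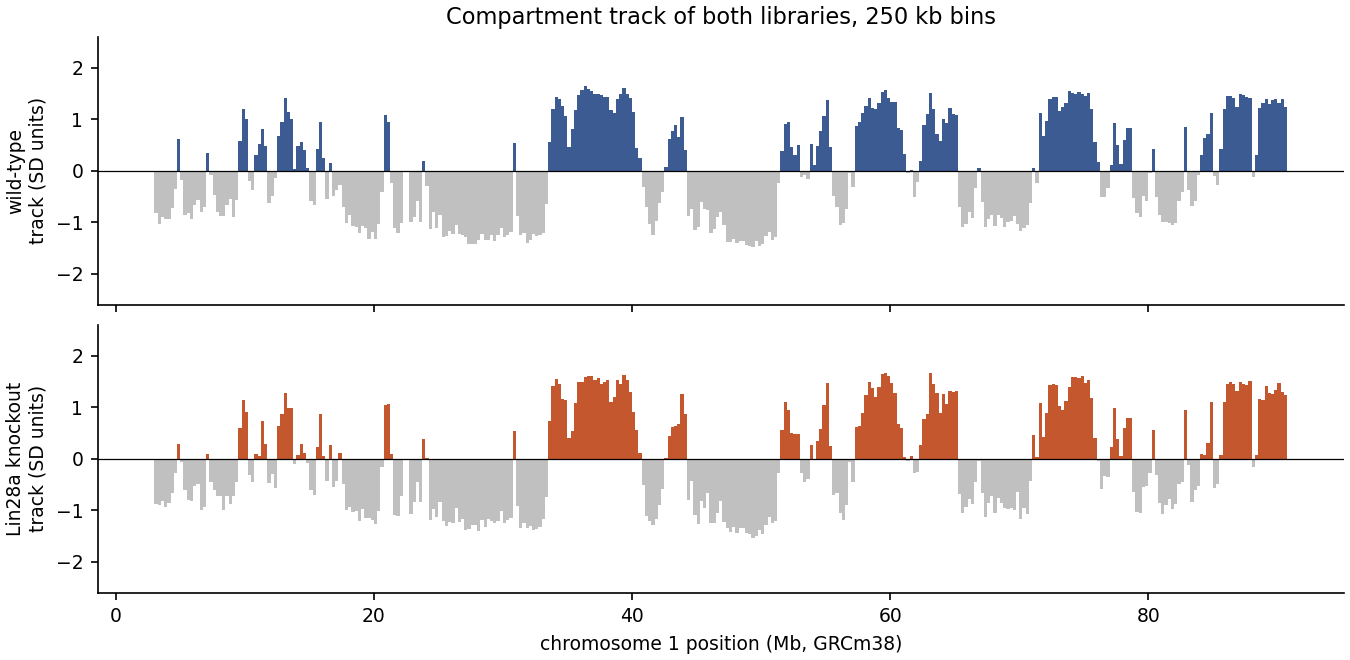
The bars give the compartment track per 250 kb bin along the held part of chromosome 1, in SD units, above 0 for A and below 0 (grey) for B, with the wild-type library above and the knockout library below. The tracks have a correlation of 0.987 across the 349 bins used.

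Insulation boundaries are positions that few contacts cross. At 100 kb bins, 100 boundaries were called in the wild-type library and 96 in the knockout library, and 91 of the 96 (94.8%, exact interval 88.3% to 98.3%) lay within 1 bin of a wild-type boundary. Between random equal parts of 1 library, at the lower depth of such parts, this share was 93.0% and 88.3%. At that depth, parts of different libraries shared 86.7% to 93.6%. With 1 list shifted along the chromosome its median was 34.4%. The alternative that moved the share most was a tolerance of 0 bins, at 72.9%. At the 98 boundaries of the summed map, the mean insulation depth was -0.50 on the log2 scale in the wild-type library (-0.51 to -0.49) and -0.47 in the knockout library (-0.48 to -0.47). The difference of 0.022 (0.0094 to 0.035) exceeded counting error, but its sign changed with the window. With a 300 kb window it was -0.0046. At 51 boundaries both parts of 1 library lay on the same side of both parts of the other, 31 with a higher score in the knockout library and 20 with a lower one. The regroupings gave 24 and 23 such boundaries. Each of the 98 boundaries enters exactly 1 of these groupings, so the regrouped counts fall as the first count rises. They are therefore not a separate measure of counting error. With no difference between the libraries, the groupings would be expected to share the boundaries about equally.

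By the rule fixed in advance, up to 3 boundaries with the largest difference in each direction are named. Scores were lower in the knockout library, which means fewer crossing contacts, at 18.1 Mb (-0.42 in the wild-type library and -0.66 in the knockout library, near *Crisp4*), at 75.6 Mb (-0.75 and -0.96, near *Obsl1* and *Inha*) and at 86.1 Mb (-0.14 and -0.33, near *Psmd1* and *Armc9*). They were higher in the knockout library at 4.3 Mb (-0.47 and -0.30, near *Rp1* and *Sox17*), at 44.7 Mb (0.10 and 0.27, near *Gulp1*) and at 87.1 Mb (-0.15 and 0.01, near *Dis3l2*). Of the genes named in advance, only *Ncl*, the gene of nucleolin (chromosome 1, 86344719 to 86359455), lies in the held part. Its bin had a compartment value of 1.45 SD in the wild-type library and 1.48 SD in the knockout library, both in A, and an insulation score of -0.28 and -0.31.

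For genes on other chromosomes, a trans score was added after the data had been seen. It is the log2 ratio of contacts of the 1 Mb window of a gene with A and with B bins of chromosome 1. For 16 of the 17 genes named in advance that lie outside chromosome 1, the interval of the difference between the libraries included 0, and for *Dux* it did not. *Dux*, the regulator of 2-cell genes that the study describes as held at the nucleolar rim (annotated as *Duxf3*, chromosome 10, 58229505 to 58233089), had a score of -0.02 (-0.36 to 0.33) from 315 pairs in the wild-type library and -0.59 (-0.98 to -0.20) from 226 pairs in the knockout library. The difference for *Dux* was -0.57 (-1.08 to -0.06), at percentile 1.85 among the differences of all 2272 windows compared. Of these windows, 204 (8.98%) had a difference whose interval excluded 0. The assembly leaves 34.4% of the 1 Mb *Dux* window as unknown bases (343622 bp), so the score describes the assembled sequence around the gene. The *Dux* difference depended on the window, being -0.44 (-1.34 to 0.46) with 500 kb, -0.03 (-0.37 to 0.30) with 2 Mb and 0.13 (-0.09 to 0.35) with 4 Mb. The score of the *Lin28a* window was 1.02 (0.72 to 1.32) and 1.18 (0.84 to 1.53). *Zscan4d*, a 2-cell gene on chromosome 7, scored -0.90 (-1.28 to -0.53) and -1.17 (-1.60 to -0.74). For *Nanog*, a pluripotency gene on chromosome 6, the values were 0.03 (-0.23 to 0.29) and -0.13 (-0.42 to 0.17). For the genes other than *Dux*, a change was not detectable at this depth. Over all 2272 windows with at least 100 pairs, the contrast of trans contacts between A and B was higher in the knockout library, at 2.11 (2.08 to 2.13) against 1.79 (1.77 to 1.81) on the log2 scale. With windows ranked by gene count, independently of the contacts, it was 1.475 (1.453 to 1.496) against 1.278 (1.259 to 1.297).

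The design fixed before the data were examined asked whether the *Dux* region and the chromosome ends that carry ribosomal DNA contact each other. Those pairs have neither end on chromosome 1 and were not analysed here. The nearest measure in the held part was added after the data had been seen. It used the first 20 Mb of chromosome 1 and of the partner, next to the centromere, and the last 20 Mb of the held part and of the partner. Contacts between like stretches (first with first, last with last) were set against contacts between unlike stretches, as a log2 odds ratio pooled over partners. It was 1.10 (1.08 to 1.12) in the wild-type library and 1.76 (1.74 to 1.79) in the knockout library, a difference of 0.67 (0.64 to 0.70). The odds were higher in the knockout library for 19 of 19 partner chromosomes, by 0.18 for chromosome 19 to 0.96 for chromosome 9. The alternative that moved the difference most was ends of 10 Mb, with 0.84.

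**Figure D4:**
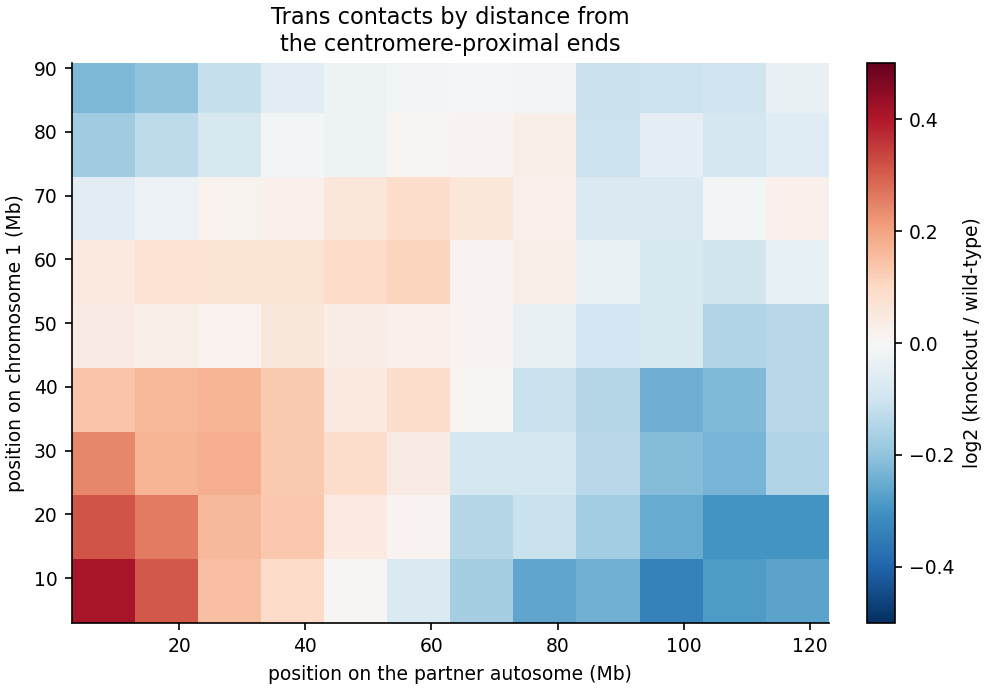
Each cell gives the log2 ratio of knockout to wild-type trans contacts between a 10 Mb stretch of chromosome 1 and a 10 Mb stretch of partner autosomes, by position from the centromere-proximal end in Mb. The partners are the autosomes that reach 123 Mb, without chromosomes 6 and 8. They are chromosomes 2, 3, 4, 5, 7, 9, 10 and 14, so none of the chromosomes with ribosomal DNA is included. The cell of both first stretches is at 0.41, the highest value in the grid.

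A scan of 5 kb windows on partner chromosomes, added after the data had been seen, compared the libraries in the 60 windows with at least 50 pairs. The largest differences, ranked 1 and 2 of 60, were adjacent windows on chromosome 8. They cover a segment from 123425804 to 123434531 (8728 bp) that ends in direct repeats of 523 bp with 0 mismatches in the reference, inside the *Def8* gene and in none of its exons. The 7682 bp between the repeats had 389 trans pairs in the wild-type library, 40.5 times (36.6 to 44.7) the number expected from the flanking 50 kb on each side, and 56 in the knockout library, 5.56 times (4.20 to 7.23). Scaled to the flanks, the ratio of knockout to wild-type was 0.137 (0.102 to 0.182). Of the wild-type pairs, 115 fell within 500 kb of position 39.86 Mb on chromosome 1, against 1 in the knockout library.

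**Figure D5:**
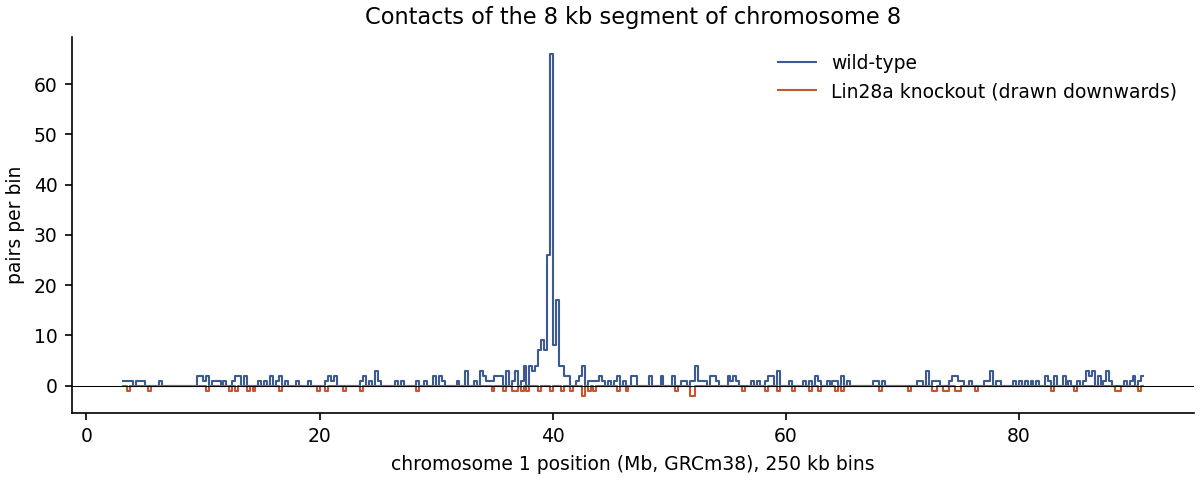
The lines count pairs between the 8 kb segment of chromosome 8 and each 250 kb bin of chromosome 1, upwards for the wild-type library and downwards for the knockout library. The wild-type pairs pile up around 39.86 Mb, with 115 pairs within 500 kb, and the knockout library has 1 pair there.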

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

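Of the tests in this part, the profile along chromosome 8, both tests on the profile along chromosome 6 and the ratio within a sequencing run were applied with settings chosen after the shares of chromosomes 8 and 6 had been seen. The test on pairs of chromosome 2 was written before its result was known.

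The knockout list held 958921 pairs between chromosome 2 and later autosomes, which the comparisons of the report do not use because no wild-type pairs of that kind were analysed here. They were set against the wild-type partners of chromosome 1. The relative share of chromosome 8 among partners of chromosome 2 was 1.33 in the knockout library, and that of chromosome 6 was 1.25. The other 15 autosomes lay between 0.921 and 1.09. The excess of both chromosomes thus appeared in knockout pairs that do not involve chromosome 1, while the wild-type side of these values still comes from chromosome 1.

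The tables argue against several technical accounts of the raised shares of chromosomes 8 and 6. A particular preference of chromosome 1 for these chromosomes in the knockout library would leave the partners of chromosome 2 at the level of other autosomes, and chromosome 8 was at 1.33 there. A shortage of contacts of chromosome 1 with them in the wild-type library is not tested by this, since the wild-type side is chromosome 1. A sequencing run was not the source, since the smaller run of the knockout library alone gave 1.40 for chromosome 8 and 1.26 for chromosome 6. A difference confined to one stretch of chromosome 8 would leave other stretches near 1, but the lowest of its 12 windows of 10 Mb was at 1.34 and the highest at 1.56. A hypothesis that these values are consistent with is a gain of chromosome 8 in the knockout cells. A loss in the wild-type cells would give the same ratio, but the knockout library is the one with the high share: chromosome 8 had 7.42% of its autosomal trans partners and chromosome 10, of like length, 5.68%, against 5.56% and 5.99% in the wild-type library. With 1 cell population per group, such a gain cannot be assigned to the loss of *Lin28a* or to the history of the culture, and no biological explanation was tested.

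Chromosome 6 had a gradient. Before any division its ratio was 1.58 in the first 10 Mb and 1.04 in the last, and after division by the other autosomes it was 1.48 and 1.21. Contacts between centromere-proximal ends differed between the libraries on all chromosomes, but that general difference is what the division removes, and the first window still stood 1.23 times above the last. Among the 16 autosomes other than 6 and 8 this value lay between 0.834 and 1.09. A gain of whole chromosome 6 alone would leave this value near those of the other autosomes, and 1.23 lies above their range. But chromosome 14, with the value of 0.834, rose from 0.979 in its first window to 1.17 in its last. A drift of like size in the other direction was thus seen on another autosome, so a gain of whole chromosome 6 is not excluded. Chromosome 8 had a value of 0.936, although its profile was not flat, with windows from 1.34 to 1.56. A gain of the part of chromosome 6 near the centromere, with or without a gain of the rest, is another possible source of its gradient, and this was not tested further.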

How the results depend on the processing

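The alternatives on both ends in the held part, on a limit of 30 Mb, on mapping quality, A or B partners and runs for chromosome shares, on all settings of chromosome ends, on the trans score of *Dux*, on the bins near the ends of the held part and on the flanks of boundaries were chosen after seeing the data. No paired analysis was possible because each group has 1 library and no result comes from a test.

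The relative ratio of chromosome 8 lay between 1.36 and 1.40 in 8 alternatives. It moved past the interval of all pairs in 2, to 1.40 (95% interval 1.38 to 1.42) with partners of A bins only and to 1.36 (1.34 to 1.39) with the wild-type library without its larger sequencing run, and the wider intervals of these smaller sets include 1.386. The difference in cis share was near 0 and moved to 0.215 percentage points without pairs under 20 kb, to 0.862 without the chromosomes that differed by over 10%, and to -0.108 (-0.333 to 0.118) with the knockout library without its larger run, the last within the counting error of that run. Leaving out chromosomes 6, 8 and Y removes a larger share of the trans pairs of the knockout library, which by construction raises its cis share. The cause of the move without pairs under 20 kb was not tested. The relative ratio of chromosome 6, 1.29 for all pairs, moved to 1.27 with partners of A bins only. It moved to 1.26 with the knockout library without its larger run. That of the Y chromosome, 0.208 for all pairs, moved to 0.159 with partners of A bins and to 0.234 with partners of B bins. The cause of the moves of chromosomes 6 and Y was not tested.

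The long-range share was lower in the knockout library under 11 alternatives. The difference was -3.15 percentage points with a minimum distance of 10 kb and -3.73 with 100 kb, -1.98 with a limit of 2 Mb, -4.32 with 20 Mb and -4.76 with 30 Mb, -3.21 (-3.41 to -3.02) with the wild-type library without its larger run and -0.676 with both ends in the held part. The limits follow the decay curve, in which the ratio of knockout to wild-type was 1.15 at 14.2 Mb and 0.640 at 89.3 Mb, and both ends in the held part excludes most pairs at the longest distances. The move with the run is within the counting error of that run.

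Compartment strength was higher in the knockout library under 15 alternatives. The difference moved to 0.447 with the top and bottom 10% of bins, to 0.0893 with 33% and to 0.199 with the own eigenvector of each library, and the cause was not tested. It was 0.159 (-0.00481 to 0.323) with the wild-type library without its larger run, within the counting error of the few pairs left. Switched bins rose from 0 to 1 with raw counts, where the regroupings that measure counting error gave 0 and 0, and to 3 with no limit, where they gave 1 and 3. The cause was not tested.

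Shared boundaries moved from 94.8% to 89.3% with 50 kb bins, 87.1% with a prominence of 0.3 and 72.9% with a tolerance of 0 bins, the last by construction. The difference in boundary depth, 0.022 on the log2 scale, reversed to -0.0046 with a window of 300 kb and moved to 0.0018 with a window of 1 Mb and to 0.0062 with raw counts, and the cause was not tested. It is therefore not a stable difference. The difference at chromosome ends was 0.84 with ends of 10 Mb and 0.51 with 30 Mb, and the cause was not tested. It was 0.57 (0.46 to 0.68) with the knockout library without its larger run, within the counting error of that run.

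The difference in the trans score of *Dux*, -0.57 with a 1 Mb window, reversed to 0.13 with 4 Mb, moved to -0.03 with 2 Mb, and was -0.44 with 500 kb and -0.56 at mapping quality 30 or more. The cause was not tested.

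No pair was repeated, so counting duplicates once changed nothing. The target locus had too few ends, 12 and 15, for any alternative to decide. Not run, because they need pairs not analysed here, were chromosome shares from cis pairs, the long-range share with chromosomes left out, and every alternative for contacts of the *Dux* region and of chromosomes with ribosomal DNA.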

Other observations

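Several tests in this part were written only after the results they measure had been seen. For long-range cis contacts these are random ligation and sequencing run. For chromosome ends they are the copy number of chromosomes 6 and 8, random ligation and the chromosomes with ribosomal DNA. For the contrast of A and B they are random ligation between chromosomes and sequencing run. The value used for the run there comes from an alternative that was listed before the data were examined. For the Y chromosome this is the test of feeder cells, and for the segment of chromosome 8 all tests. The test of feeder cells as a share of a library, given last, was also written after.

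The knockout library had a smaller share of cis contacts 10 Mb or more apart. Random ligation in the wild-type library would add the same density at all distances and at most the density seen between chromosomes, but the wild-type excess near 71 Mb was 1.77 times its whole density between chromosomes. The runs of a library differed by at most 0.0896 percentage points. Contacts that reach past the held part were not the whole source, since the difference was -0.676 percentage points with both ends inside it. A different number of copies of the distal part of chromosome 1 would act only on those reaching contacts, but for pairs 40 to 80 Mb apart the ratio of knockout to wild-type was 0.812 (0.805 to 0.820) inside the held part and 0.801 (0.795 to 0.806) past it. More cells in or just after mitosis in the knockout culture would lower compartment strength, and it was higher by 0.257. This argues against mitotic cells as the only difference, since a separate rise in strength could hide such a drop. These tests leave open, as a hypothesis, a difference in how chromosomes fold at large scale, and also a difference between the cultures that the design cannot separate from the genotype. The paper reports slower proliferation of *Lin28* knockout cells and more of them in the G2/M phase, so a shift in cell cycle between the cultures stays open. Other mixtures of cell cycle stages were not tested.

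Contacts between centromere-proximal ends were more frequent in the knockout library. Read placement in repeats near the centromere is argued against by a difference of 0.66 on the log2 scale at mapping quality 40 or more without the first 5 Mb. The runs of a library differed by at most 0.10. Without chromosomes 6 and 8 the difference was 0.65. Random joins in the wild-type library would dilute the contrast of A and B in the same proportion. That contrast was indeed lower in the wild-type library. If the true contrast was equal in both libraries, this allows 13.1% random joins among wild-type trans pairs, whereas the chromosome ends would need 37.0%. A higher true contrast in the wild-type library would allow more. With the allowed share, the log2 odds of the knockout library would fall only to 1.52, against 1.10 observed in the wild-type library. The study's interest in the nucleolus gives the hypothesis that ends carrying ribosomal DNA come together. It concerns contacts among chromosomes 12, 15, 16, 18 and 19, which were not analysed here, so it stays open. Contacts of the end of chromosome 1, which is not one of them, differed by 0.48 (0.42 to 0.53) with these chromosomes and by 0.74 (0.70 to 0.77) with the other autosomes, and this does not decide it. A more polarised arrangement of all chromosomes, with centromeres on one side of the nucleus, is a hypothesis that could join the raised 0.66 at chromosome ends with the loss of far cis contacts, and the tables hold no independent test of it. Contacts with ribosomal DNA itself were not used here.

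The contrast between A and B bins was higher in the knockout library, within chromosome 1 and between chromosomes. Within chromosome 1, adding random joins to the knockout map at the density that the trans contrast allows lowered its strength only to 2.81, above the wild-type value of 2.58. Leaving out a run left a difference of at least 0.159, though the interval of that value, -0.00481 to 0.323, includes 0. Between chromosomes, a share of 13.1% random joins in the wild-type library would give its lower contrast, and this cannot be told apart from a weaker contrast, because no value here gives the true number of trans contacts. Pairs of chromosome 1 with mitochondrial DNA are not expected from contacts within the nucleus. They numbered 1011 in the wild-type library and 584 in the knockout library, a relative ratio of 0.781 (0.704 to 0.865). More random joins in the wild-type library would give this, and so would more mitochondrial DNA, which was not measured. The cis share was 59.9% in both libraries, and without chromosomes 6, 8 and Y it was 63.0% in the wild-type library and 63.9% in the knockout library. These chromosomes were left out because their shares differed, and leaving out the excess of chromosomes 6 and 8 in the knockout library raises its cis share by construction, while keeping it lowers that share, so neither value bears on random joins.

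The Y chromosome had a relative ratio of 0.208 in the knockout library, 0.159 with partners of A bins only and 0.234 with B bins only. Reads placed in its repeated part were not the whole source, since the first 4 Mb, which hold the short arm, had a ratio of 0.285 (0.244 to 0.332), and of 0.214 (0.171 to 0.265) at mapping quality 40 or more. The rest of the chromosome had a ratio of 0.177 (0.160 to 0.195), and of 0.422 (0.333 to 0.530) at mapping quality 40 or more, from 312 and 100 pairs, so the size of the deficit depends on the part and on mapping quality. A loss of the Y chromosome from most knockout cells is one hypothesis. Male feeder cells in the wild-type culture are another candidate source, and the X chromosome at 0.949 does not separate them, since the sex of either cell type is not given in the labels. The paper names the ES cell lines without stating their sex. The X chromosome had 2.89% in the wild-type library and 2.64% in the knockout library, relative to autosomal trans partners. The shorter chromosome 3 had 6.19% and 5.88%. Cells with 1 X would give a low X share in both libraries, but this does not show which cells held the Y chromosome.

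The 8 kb segment of chromosome 8 has the layout of a provirus, an inner stretch between identical repeats. It was picked because its windows differed most between the libraries, so the ratio of 0.137 between them is the observation and no test. Reads that could have been placed in several copies of the reference have a low mapping quality, and would take the excess away at mapping quality 40 or more. There it was 28.8 times (25.0 to 33.1) the flanks in the wild-type library and 3.996 times (2.71 to 5.67) in the knockout library, so ambiguous placement was not the whole source. The origin of the smaller excess in the knockout library was not tested. A copy inserted into chromosome 1 in the wild-type cells predicts a pile of contacts at one site, and 115 wild-type pairs lay within 500 kb of 39.86 Mb (39.85 to 39.87 Mb, near the long non-coding RNA genes *1700066B17Rik* and *Gm35600*), where the flanks predict 0.109. The height of the pile would be met by a copy on 48.0% (40% to 54%) of chromosomes 1, if the segment maps as well as an average stretch. That share is consistent with an insertion on 1 of 2 chromosomes in the ES cells, and feeder cells that carry the copy in a like share cannot be told apart from it, because the pairs do not show which cell they came from. Over 3 Mb from the site the segment still had 214 pairs in the wild-type library, where the flanks predict 8.95 and the copy at the site would itself make 77.6. Without the latter, the pairs were 15.2 times (12.1 to 18.7) the flanks, and 14.2 times with the copy on 54% of chromosomes 1. The knockout library had 5.12 times (3.78 to 6.79). This suggests further copies elsewhere in the genome of the wild-type cells, and where they lie was not tested. Nothing here ties the segment to *Lin28a*.

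Feeder cells were grown with the ES cells, and a larger share of them in one library is an open technical explanation for the first 3 patterns above, the far cis contacts, the chromosome ends and the contrast of A and B. A large share of cells with other compartments would lower the correlation of the compartment tracks between the libraries, which was 0.987. How far the compartments of fibroblasts differ in this part of chromosome 1 was not analysed here, so the shares of feeder cells cannot be told apart from a difference between the ES cells, and none of the 3 patterns is called biological.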
